A study of Arabidopsis thaliana with 24 samples. Its data were reported in "A microbiota–root–shoot circuit favours Arabidopsis growth over defence under suboptimal light" (2021).

How the data were processed

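RNA was measured by sequencing in roots and shoots of Arabidopsis thaliana Col-0 grown in a gnotobiotic peat system, with or without a synthetic community of bacteria, fungi and oomycetes (BFO), under a control light condition (NC) or under low light (LP). The labels place the 24 libraries in 8 groups of 3, one for each combination of organ, light and BFO. Per the study's methods, the authors aligned single reads to the TAIR10 genome with Tophat2 and Bowtie2 and counted reads per gene with strand-aware htseq-count. The deposited table holds these raw counts per gene, not normalized, for 32678 genes. Its 5 summary lines (reads without a feature, ambiguous, not uniquely aligned and similar) name no gene and stayed out of library sizes and tests. They amounted to between 5.22% and 19.1% of the total per library.

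Gene names came from the TAIR10.1 annotation, which matched 31912 of the 32678 identifiers. Because that build differs from the one the authors used, no coordinates are given. The summed gene counts per library ranged from 13370506 to 20622801. The counting floor was 3 counts, summed over the libraries of a group. A count of 3 in a single library corresponded to a CPM (counts scaled to a common library total) of less than 1 in each library. Intervals and floors cover counting error only, since the reads carry no molecular identifiers.

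Counts were scaled with TMM factors (edgeR 4.0.16), genes with more than 100 counts summed over the libraries were kept (21278 genes), and 1 model with a mean per group was fitted to all 24 libraries with limma-voom (limma 3.58.1, R 4.3.3). The 10 contrasts were the effect of BFO under each light, the effect of LP with and without BFO, and the interaction of both, in each organ. P-values were adjusted within each contrast by the Benjamini-Hochberg method, and a gene was called at an absolute log2FC of at least 1 and an adjusted p below 0.05. The normalization, the model tool and the thresholds follow the study's methods. Summing counts over the libraries for the filter is a reading made here, and the interaction per gene was added here. The quasi-likelihood test of edgeR and DESeq2 1.42.0 were run as alternatives. Variance was partitioned per organ with PERMANOVA (adonis2 in vegan 2.7.1, 9999 permutations) on Euclidean distances between voom log2 CPM profiles.

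The lists of immune, anthocyanin, jasmonate and shade genes (25, 14, 12 and 13 genes) were tested with fry, limma's rotation set test, two-sided for direction, with Benjamini-Hochberg adjustment over the 40 tests. The anthocyanin list holds genes of anthocyanin and flavonoid biosynthesis and regulators. MYB90 failed the count filter, which left 13 genes of this list. The immune list holds immune genes that the study named from these same libraries, so its results are not independent evidence. The members of the other lists were drawn from general knowledge, although the study was read first and describes anthocyanin and jasmonate genes in these libraries. Groups, comparisons, lists, alternatives and the rule for named genes were fixed before the data were examined. That rule took, for each pairwise contrast, the called gene with the highest and with the lowest log2FC among genes with a mean of at least 50 counts and no overlap between groups. For each interaction it took the called genes with the highest and lowest value, and it added PR1, WRKY33, CYP71B15 and MYC2 in both organs and DFR, VSP2 and PIL1 in shoots.

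The procedure was tested on simulated counts drawn from the observed means, depths and dispersions, with 200 genes changed. Each changed by more than the fold threshold and had a mean of at least 50 counts in the organ. Recovery of smaller changes or of genes with fewer counts was therefore not tested. For the root BFO effect under NC, 200 of the 200 changed genes among 21235 were recovered with 2 false calls. For the root and shoot interactions, 200 and 196 were recovered with 12 and 7 false calls. In 10 simulations without any change, between 2 and 7 calls were made over the 10 contrasts. PERMANOVA did not pass this test for 1 term. At the libraries' own depths, the light term in shoots gave p below 0.05 in 28 of 30 simulations of unchanged groups, because shoot LP libraries were shallower. With equal depths it did so in 0 of 30. A version with every library thinned to equal depth was therefore added after this was seen.

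The alternatives tried were other tests, RLE size factors, no filter and a stricter filter (at least 10 counts in 3 libraries), each organ fitted on its own, a replicate block, library quality weights, removal of organelle genes, no fold change threshold, other distances, 2 versions of the camera set test, and leaving out each library. Fry asks whether the genes of a list changed, and camera whether they changed more than other genes. Thinning to equal depth, removal of GC content and length trends, and removal of the most abundant genes were added after the data were seen.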

Results

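Transcripts were counted in roots and shoots of Arabidopsis thaliana Col-0 plants that were germ-free or colonized by the BFO community, under NC or LP. Each of the 8 groups held 3 libraries. Summed gene counts per library lay between 13370506 and 20332372 in roots and between 13973613 and 20622801 in shoots. Between 22086 and 22546 genes had at least 1 count in root libraries, and between 20846 and 21759 in shoot libraries. Libraries of the same group differed by more than sampling noise in every pair, with a chi-square per degree of freedom between 2.38 and 17.5, so no pair looked like 1 library deposited again. The labels give them as separate replicates.

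The first question was how much of the variation followed BFO and how much followed light. In roots, permutational multivariate analysis of variance assigned R2 = 0.362 to BFO (permutation p = 0.0002) and R2 = 0.262 to light (permutation p = 0.0002). In shoots, light came first, with R2 = 0.293 against 0.224 for BFO (permutation p = 0.0001, the smallest that the permutations can give, and 0.0003). The shoot light p cannot be read on its own, because simulated groups without any change gave p below 0.05 for this term in 28 of 30 draws at these depths. After thinning every library to equal depth, the observed R2 was 0.297 (permutation p = 0.0001, again the smallest possible). The interaction took R2 = 0.0907 in roots (permutation p = 0.0469) and 0.118 in shoots (permutation p = 0.0245). It passed 0.05 in roots in only 4 of the 12 fits that left out a library, and in shoots in 8 of 12. The setting that moved these shares most was the Euclidean distance on unlogged CPM, under which light took R2 = 0.738 in shoots, and BFO took 0.0604 and no longer passed 0.05. The order in roots depended on the distance: light took more than BFO with Bray-Curtis distances on CPM (0.430 against 0.333), and also with unlogged CPM.

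**Figure D1:**
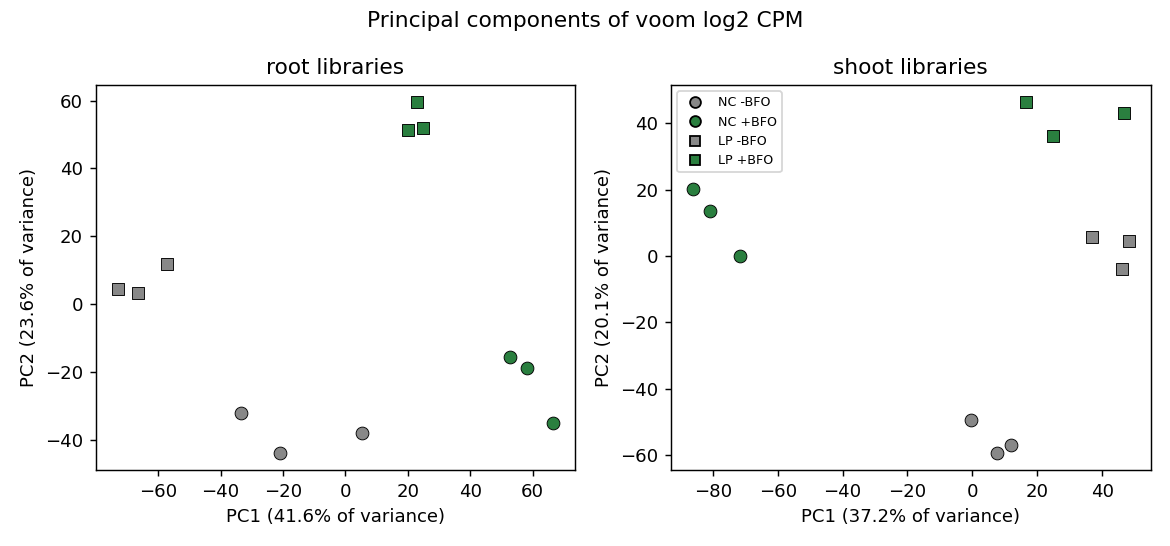
Scores of each library on the first and second principal components of voom log2 CPM, with roots on the left and shoots on the right; grey marks germ-free and green marks BFO plants, circles NC and squares LP. The first component held 41.6% of the variance in roots and 37.2% in shoots.

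The next comparisons asked which transcripts BFO changed under each light. In roots, 1375 genes passed the threshold under NC (905 higher and 470 lower with BFO) and 1821 under LP (1147 higher and 674 lower). In shoots, 1273 genes passed under NC (1096 higher and 177 lower) and 317 under LP (157 higher and 160 lower). Without the fold change threshold, which moved these counts most, the shoot counts were 3996 and 1848. The shoot count under LP was also 513 with library quality weights and 176 without LP germ-free replicate 2. The split of directions for BFO in LP shoots moved as well. It was 1083 higher and 765 lower without the threshold, 297 and 216 with quality weights, and 238 and 161 with edgeR. Without LP germ-free replicate 2 it leaned the other way, with 76 higher and 100 lower. Across all 21278 genes, the log2FC of BFO under NC and under LP correlated with Pearson's r = 0.60 and Spearman's rho = 0.46 in roots, and with 0.35 and 0.24 in shoots. These correlations run across genes, which are not independent replicates, and the contrasts share no libraries. Simulated unchanged groups gave Pearson's r between -0.02 and 0.04 in roots and between -0.02 and 0.01 in shoots.

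Light was compared within each BFO state. In roots, LP changed 1010 genes without BFO (355 higher and 655 lower) and 1530 with BFO (550 higher and 980 lower). In shoots, LP changed 1004 genes without BFO (516 higher and 488 lower) and 2443 with BFO (753 higher and 1690 lower). The balance of directions depended on the fold change threshold, since without it LP with BFO gave 4250 higher and 4303 lower genes in shoots. In all, 3443 genes in roots and 3254 in shoots passed in at least 1 of the 4 pairwise contrasts.

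**Figure D2:**
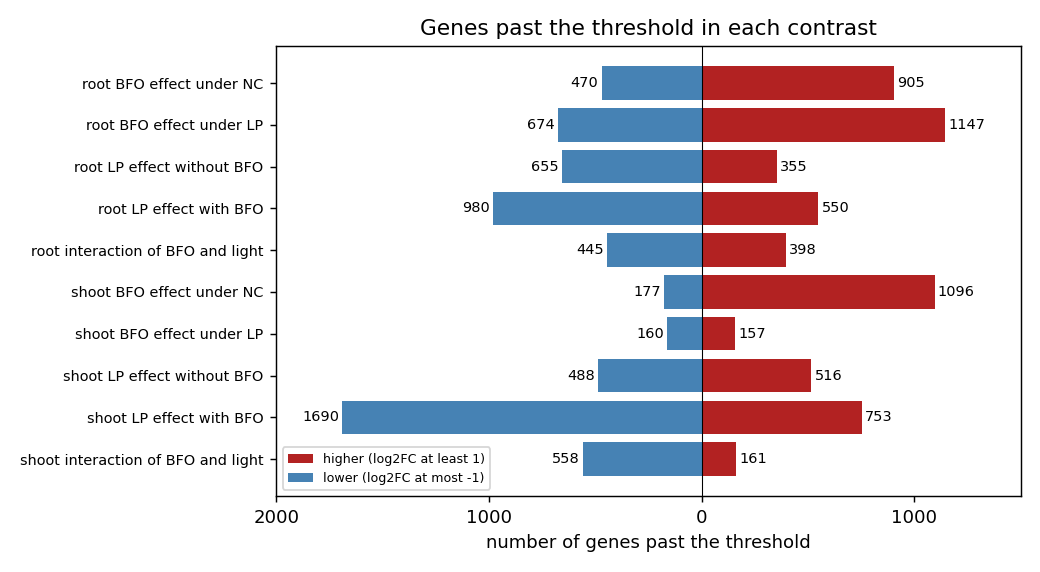
Number of genes past the threshold in each contrast on the horizontal axis, with higher genes to the right of 0 and lower genes to the left. Shoots gave 1096 higher genes for BFO under NC and 157 under LP.

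Whether the response to BFO depended on light was tested directly as an interaction. It was past the threshold for 843 genes in roots (398 positive and 445 negative) and for 719 genes in shoots (161 positive and 558 negative). The shoot count rested in part on LP BFO replicate 3, without which it was 402. Genes that rose with BFO under NC and fell under LP with BFO were called light-gated. There were 363 in roots and 756 in shoots. Simulated unchanged groups that shared the NC BFO libraries in the same way gave 0, but they carry no effect of BFO or light, and both effects together can give this pattern without an interaction. Of these genes, 128 in roots and 330 in shoots also passed for the interaction, and 75 and 31 also rose with BFO under LP. The organs had 72 of them in common, where 12.9 were expected (odds ratio 7.32, Fisher's exact test, two-sided p = 2.06e-33).

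The immune list is not independent evidence, because the study named its genes from these libraries. In shoots its median log2FC for BFO was 2.38 under NC (fry, adjusted p = 5.49e-07) and 0.70 under LP (adjusted p = 0.0179). Under NC 25 of its 25 genes passed, both over all genes and adjusted over the list alone; under LP 4 passed over all genes and 6 adjusted over the list alone. The set call under LP was lost without LP germ-free replicate 2 (median 0.72, adjusted p = 0.0556) or LP BFO replicate 2 (0.46, adjusted p = 0.0895). The median interaction was -1.92 (adjusted p = 0.00200). In roots the median was 0.89 under NC (adjusted p = 0.00486) and 0.06 under LP (adjusted p = 0.134), with an interaction of -0.87 (adjusted p = 0.00486). For roots under LP the median and the mean were positive and the test pointed downward. LP lowered the list with BFO, by a median of -1.41 in shoots (adjusted p = 4.06e-05) and -1.35 in roots (adjusted p = 7.70e-05). Without BFO the median for LP was 0.06 in shoots (adjusted p = 0.621) and -0.31 in roots (adjusted p = 0.377). Single libraries moved both medians. Leaving out 1 library gave 0.06 to 0.58 in shoots, highest without NC germ-free replicate 1. In roots it gave -0.42 to -0.13, nearest to 0 without NC germ-free replicate 2. In roots 2 of the 25 genes had too few counts in both groups for a fold change, and the medians over the other 23 were 1.00, 0.05, -0.45, -1.35 and -0.93 for BFO under NC and LP, LP without and with BFO, and the interaction. Camera with an estimated correlation asks whether the list changed more than other genes. By this test, of these calls that of BFO in NC shoots held (adjusted p = 0.0351).

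**Figure D3:**
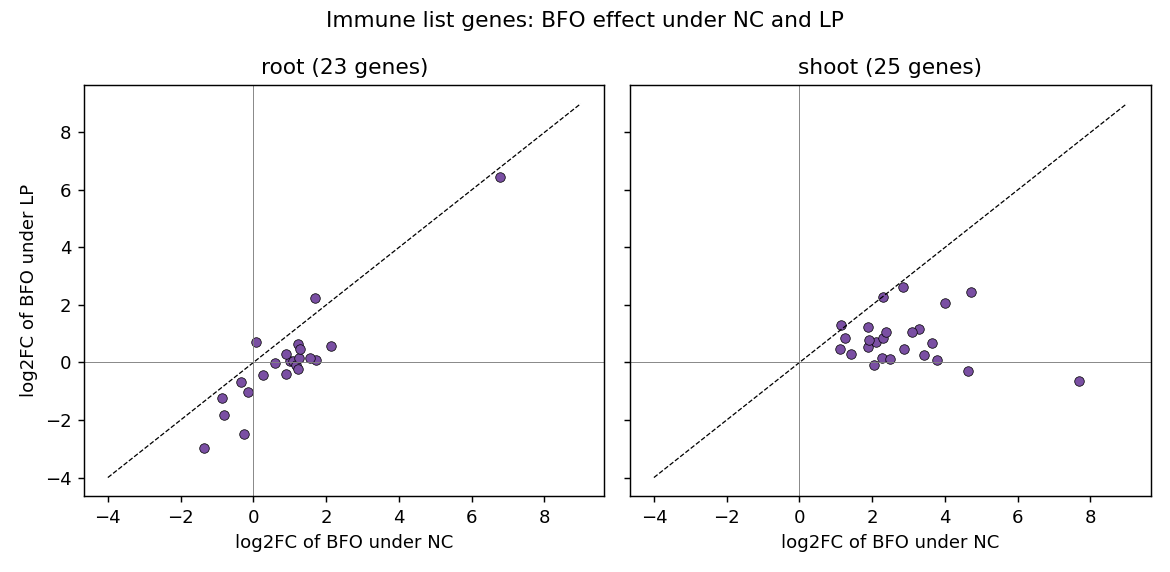
Each point is an immune list gene, with its log2FC of BFO under NC on the horizontal axis and under LP on the vertical axis; the dashed line marks equal effects. Genes with no more than 3 counts in each group of the organ are left out, which leaves 23 genes in roots and 25 in shoots.

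The members of the other lists came from general knowledge, but the study describes anthocyanin and jasmonate genes in these libraries, so these lists are not independent in theme. In shoots the anthocyanin list fell with BFO, with a median of -1.25 under NC (fry, adjusted p = 0.000200) and -0.35 under LP (adjusted p = 0.0329). Of its 13 genes 7 passed under NC, both over all genes and adjusted over the list alone, and under LP 0 and 4. It also fell with LP, with a median of -0.82 without BFO and -0.42 with BFO (adjusted p = 0.000200 and 0.0274). In roots its median rose with BFO, by 0.36 under NC and 1.36 under LP (adjusted p = 0.0236 and 0.00486), and fell with LP without BFO (-0.94, adjusted p = 0.0374). Over its genes above the counting floor, 11, 9 and 10 of the 13, these medians were 0.89, 1.81 and -1.50. The genes called in roots for BFO were F3H, TT4 and FLS1 under NC, and these and UGT75C1 under LP. Of these, only UGT75C1 was among the 7 called in NC shoots. The jasmonate list rose with LP in shoots, with a median of 0.92 without BFO and 1.12 with BFO (adjusted p = 0.00157 and 0.000200). Of its 12 genes 5 and 7 passed over all genes, and 6 and 7 adjusted over the list alone. It rose with BFO by 0.69 and 0.77 in NC and LP shoots (adjusted p = 0.0374 and 0.00486) and by 0.55 in NC roots (adjusted p = 0.0358; 0.61 over the 11 genes above the floor). Its interaction was 0.23 in shoots (adjusted p = 0.523). The shade list rose with LP in shoots by a median of 0.20 without BFO and 0.63 with BFO (adjusted p = 0.00486 and 4.06e-05), with an interaction of 0.37 (adjusted p = 0.0149). Of its 13 genes 2 passed for the interaction over all genes and 4 adjusted over the list alone. Those passing over all genes were IAA29 (1.92) and XTH15 (2.35). The interaction was positive for 9 genes and negative for 4, which were PIL1, ATHB-2, ATHB-4 and FHL. With BFO the list rose by 0.35 in LP shoots (adjusted p = 0.0133) and fell in NC roots (-0.32, adjusted p = 0.00407). In roots the shade list fell with LP without BFO, with a median of -0.30 (adjusted p = 7.88e-05), and its interaction was 0.23 (adjusted p = 0.0115). The median and the mean differed in sign in roots for the shade list, for BFO under LP and LP with BFO, and for the jasmonate list for LP with BFO, none of which passed. These calls depended on the set test. Camera with an estimated correlation left none of the list results named here for the anthocyanin, jasmonate and shade lists below 0.05. Camera asks whether a list changed more than other genes, which fry does not, so these losses do not show that the lists were unchanged. Leaving out 1 library could also take the call from the anthocyanin list for BFO under NC and LP without BFO in roots and for BFO under LP and LP with BFO in shoots, from the jasmonate list for BFO under NC in both organs, and from the shade list for BFO under LP and the interaction in shoots. Single libraries moved some of these medians by more than 1.5 times. The anthocyanin median for BFO in NC roots was 0.20 without NC germ-free replicate 1, 0.81 without germ-free replicate 2 and 1.21 without BFO replicate 3. In shoots it was -0.82 for BFO under NC without NC germ-free replicate 3, and without LP BFO replicate 2 it was -0.56 for BFO under LP and -0.28 for LP with BFO. The jasmonate median for BFO in NC roots was 0.87 without germ-free replicate 2 or BFO replicate 1, and in LP shoots it was 0.51 without germ-free replicate 2. The shade median for BFO in NC roots was -0.21 without germ-free replicate 3, and for LP without BFO in shoots it was 0.33 and 0.34 without LP germ-free replicate 1 or 2. Its root interaction was 0.14 without NC germ-free replicate 1 or NC BFO replicate 1, 0.15 without LP BFO replicate 2 and 0.43 without NC germ-free replicate 2. Its shoot interaction was 0.19 without NC germ-free replicate 1, 0.14, 0.22 and 0.12 without LP germ-free replicates 1, 2 and 3, and 0.11 without NC BFO replicate 2.

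Among single genes (limma-voom, Benjamini-Hochberg adjustment), BGL2 (AT3G57260) had the highest log2FC of BFO in NC roots under the rule for named genes, at 6.78 ± 1.10 (SE, adjusted p = 5.81e-05). Its level went from 0.0945 ± 0.0518 to 12.1 ± 3.50 CPM (SD, n = 3). The NC germ-free libraries held 1, 2 and 3 counts, so the size of this change rests on few reads. BGLU28 (AT2G44460) had the lowest log2FC, at -6.41 ± 0.522 (adjusted p = 7.10e-09), with 2 counts in each NC BFO library. In LP roots AT2G30670 fell with BFO (log2FC -8.82, adjusted p = 1.44e-06), to counts of 2, 3 and 1. AT5G26130 had 344 counts with BFO and 3 without, a ratio of 145 with an exact 95% counting interval of 49.2 to 707, and it did not pass with DESeq2. LP without BFO raised AT4G19750 in roots (log2FC 8.74 ± 3.24, adjusted p = 0.0410), to 59.8 ± 77.5 CPM (SD, n = 3), a call lost without any 1 of 4 libraries, namely NC germ-free replicates 1, 2 and 3 and LP germ-free replicate 1 (adjusted p = 0.122, 0.113, 0.120 and 0.0503), and also with each organ fitted on its own (adjusted p = 0.0780). It lowered ORA47 (AT1G74930; log2FC -3.35, adjusted p = 4.67e-05). With BFO, LP raised AT5G26130 (log2FC 5.69, not called with DESeq2) from counts of 3, 2 and 1. It lowered GolS2 (AT1G56600; log2FC -5.94) to counts of 5, 1 and 1. The sizes of these changes, and those of BGLU28 and AT2G30670, also rest on few reads. In shoots CYP82C2 (AT4G31970) had 949 counts with BFO under NC and 2 without, a ratio of 524 with an interval of 145 to 4336. AT4G22505 fell with BFO under NC (log2FC -4.77, adjusted p = 2.78e-09). Under LP, NAS3 (AT1G09240) rose (log2FC 3.04) and CYP81D11 (AT3G28740) fell (log2FC -3.95). LP raised ATCTH (AT2G25900; log2FC 4.01) and lowered BBX32 (AT3G21150; log2FC -3.20) without BFO. With BFO it raised OFP16 (AT2G32100; log2FC 4.31), and LAS1 (AT3G45130) had 482 counts under NC and 2 under LP, a ratio of 201 with an interval of 55.3 to 1663.

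The interaction in roots was highest for ATSDI1 (AT5G48850), at 4.41 ± 0.427 (SE, limma-voom, adjusted p = 4.82e-07), and lowest for JRG21 (AT3G55970), at -6.92 ± 0.816 (adjusted p = 5.86e-06). In shoots it was highest for HSFA2 (AT2G26150), at 3.77 ± 0.343 (adjusted p = 7.77e-07), and lowest for PR1 (AT2G14610), at -8.33 ± 2.35 (adjusted p = 0.0272). PR1 had 5 counts in total in NC germ-free shoots and 0 in all 12 root libraries, and its interaction lost its call without NC germ-free replicate 1, 2 or 3 or LP germ-free replicate 1 (adjusted p = 0.0515, 0.0704, 0.0802 and 0.0504), and with each organ fitted on its own (adjusted p = 0.130). WRKY33 (AT2G38470) rose with BFO by 1.87 in NC shoots (adjusted p = 4.66e-08). Its change of 0.55 in LP shoots was not called (adjusted p = 0.0929), and the interaction was -1.33 (adjusted p = 0.00243). The LP change was 0.27 without LP BFO replicate 2 and 0.77 with quality weights, both below the fold threshold. Its root interaction was -1.29 (adjusted p = 0.000300). CYP71B15 (AT3G26830) rose by 3.09 in NC shoots (adjusted p = 0.000133), and its interaction of -2.04 did not pass (adjusted p = 0.134). MYC2 (AT1G32640) rose with BFO in roots by 1.02 under NC and 1.11 under LP, both called (0.92 and 0.95 under NC without germ-free replicate 1 or BFO replicate 2, and 0.97 with GC and length trends removed, below the fold threshold), and in shoots by 0.63 and 0.64, below the fold threshold. Its interaction was 0.08 in roots and 0.01 in shoots, and neither passed. In shoots VSP2 (AT5G24770) rose with LP in BFO plants by 1.07 (adjusted p = 0.00553), which fell below the fold threshold with edgeR (0.998), DESeq2 (0.99) and quality weights (0.84) and without LP BFO replicate 1 (0.90), and lost its call without NC BFO replicate 2 (0.75, adjusted p = 0.0581). DFR (AT5G42800) fell with BFO in NC shoots (-1.47, adjusted p = 0.00106). Its change with LP without BFO (-0.92) was not called, but was with quality weights (-1.14), after thinning (-1.04) and without NC germ-free replicate 1 (-1.27). The change of PIL1 (AT2G46970) with LP in BFO plants (-0.89) was not called, but was with edgeR (-1.01), DESeq2 (-1.02) and without NC BFO replicate 2 (-1.35).

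**Figure D4:**
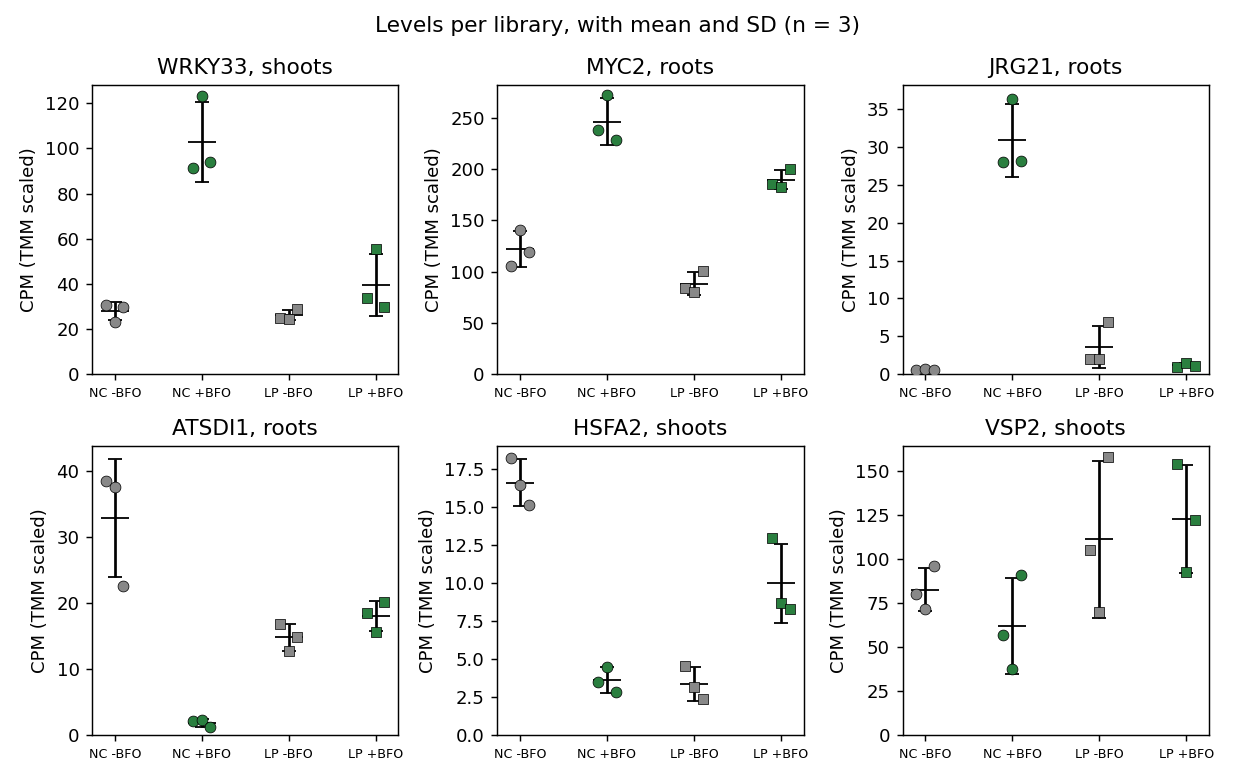
CPM per library for 6 genes, with points for the 3 libraries of each group and bars for the mean and SD. WRKY33 was at 103 CPM in NC shoots with BFO and at 39.5 in LP shoots with BFO.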

Values the study reported

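The study reported that microorganisms explained a share of R2 = 0.361 and light R2 = 0.262 of the variation among root transcriptomes. For shoots it gave R2 = 0.224 for microorganisms, with P = 0.003, and R2 = 0.293 for light. It gave the interaction of both as R2 = 0.091 with P = 0.041 in shoots and as R2 = 0.118 with P = 0.038 in roots. It counted 3,013 regulated genes in roots and 2,790 in shoots. It counted 227 genes shared between the root and shoot clusters that rose with BFO under NC but not under LP.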

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

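The tests on not uniquely aligned reads, on the negative part of the root interaction, on permuted residuals, on the carried level of immune genes, on anthocyanin genes with counts in both organs, on equal depth, on GC content and length and on abundant genes were chosen only after the result was seen.

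The response to BFO differed between the light conditions, by a test of the difference itself, for 719 genes in shoots and 843 in roots. With the 12 libraries of an organ reassigned at random to the 4 groups, 5 of 100 splits in shoots and 10 of 100 in roots gave as many genes, so this test does not exclude chance. Such splits can move the effects of BFO or light into the interaction. When only the residuals left after both main effects were permuted, 1 of 100 arrangements, the real one, gave as many in each organ. The other arrangements gave at most 225 genes in shoots and 124 in roots, with a median of 0 in each organ. This argues against chance as the cause of these counts. That second test was added after the first was seen and weighs less for that reason. Thinning to equal depth left 652 genes in shoots and 795 in roots, of which 587 and 722 were the same genes. Removing trends on GC content and length left 762 and 863, and removing the 32 most abundant genes left 718 and 839. These values argue against depth, composition bias and a few dominant genes as the whole cause. LP BFO shoots did have the largest median SD per gene of the 8 groups, at 0.160 against 0.154 in NC BFO shoots. This spread is argued against as the whole cause, because it would widen the effects under LP, while over genes with a mean of at least 50 counts the SD of effects, corrected for their standard errors, was 0.582 times as large under LP as under NC. Over all genes it was 0.26 under LP and 0.65 under NC. The shoot count still depended on LP BFO replicate 3, without which it was 402. An effect of light on the response to BFO remains a hypothesis.

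In roots, the 50 most abundant shoot transcripts shared the positive direction, with a median interaction of 0.77. They were taken among genes at least 50 times as high in NC germ-free shoots as in NC germ-free roots. Shoot tissue carried into root samples could therefore account for a few positive interactions and cannot be told apart from a root response for those. Of the 398 positive genes 16 had this ratio and 6 lay at or below 2 times the carried level. Of the 445 negative genes these numbers were 17 and 6, so they do not set the directions apart. The lower quartile of these transcripts was 0.13, above 0, so carry-over would not produce the 445 negative interactions. The summed share of shoot transcripts per root library was higher with BFO under both lights. Under NC it lay between 0.104% and 0.144% without BFO and between 0.150% and 0.202% with BFO. Under LP it lay between 0.127% and 0.173% without BFO and between 0.166% and 0.261% with BFO. This sum does not set LP apart as the median does, so carry-over stays open for the few positive genes.

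The immune list showed a median interaction of -1.92 in shoots and -0.87 in roots, and its BFO effect under NC was larger in shoots by a median of 1.85 (fry, adjusted p = 0.000325). Under LP that difference was 0.95 and did not pass (adjusted p = 0.0531). The list was picked by the study from these libraries, so this is no independent evidence. In free splits, which can move main effects into the interaction, 10 of 100 in shoots and 14 of 100 in roots gave a median as large, which does not exclude chance. With residuals permuted after both main effects, 1 of 100 did in each organ. Shoot tissue in root samples is argued against as a reason for the organ difference, since it would make the organs more alike. From the 50 most abundant shoot transcripts, its share in NC BFO roots was at a median of 0.0730%, and the 23 list genes with counts in roots lay above the level this would bring by a median ratio of 2332, with 0 of them at or below 2 times that level. The change of those abundant transcripts with BFO in NC roots, with a median of -0.061 and quartiles of -0.63 and 0.29, went both ways and decides nothing. The cause of the organ difference otherwise stays open, and no biological one was tested.

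The effect of BFO on the anthocyanin list was lower in shoots than in roots, by a median of -1.55 under NC and -1.60 under LP (fry, adjusted p = 0.000736 and 0.000895). Low counts in roots are argued against as the whole cause: over the 11 and 9 genes above the counting floor in both organs the medians were -1.55 and -2.48 (fry, adjusted p = 0.000223 and 0.000137), and the effect was lower in shoots for 11 of the 11 and 8 of the 9. Of these genes 6 of 11 under NC and 8 of 9 under LP had a positive effect in roots and a negative one in shoots, with medians of 0.89 and 1.81 in roots against -0.56 and -0.34 in shoots. Under NC 0 of the 11 were called in both directions. The genes called higher in NC roots were F3H, TT4 and FLS1 (2.25, 2.77 and 1.62). In NC shoots these changed by 0.096, -0.56 and 0.075, and none was called. The genes called lower in NC shoots, such as DFR and LDOX, were others and were not called in NC roots. The calls under NC therefore fell on different genes in each organ. Under LP the calls say nothing on this, since 0 genes of the list were called in shoots. Other technical explanations were not tested, and the cause of this organ difference stays open.

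The shade list had a median interaction of 0.37 in shoots and 0.23 in roots, and its BFO effect under LP was higher in shoots than in roots by 0.39 (fry, adjusted p = 0.00672). In free splits, 29 of 100 in shoots and 28 of 100 in roots gave a median as large, and with permuted residuals 6 and 8 of 100, so neither test excludes chance. Thinning to equal depth took the shoot median to 0.030 (adjusted p = 0.0465), while GC and length correction gave 0.47 and removal of abundant genes 0.37. The shoot median was the value of 1 gene, XTH33, which was not called, and the next lower value was 0.098 (IAA19). A change of the middle gene could therefore move the median, and the call stayed after thinning. Depth remains a possible explanation and cannot be told apart from a response to light. Without NC BFO shoot replicate 2 the median was 0.11 with an adjusted p of 0.0578. Single libraries also took it to 0.19 (without NC germ-free replicate 1) and to 0.14, 0.22 and 0.12 (without LP germ-free replicates 1, 2 and 3), and the root median to 0.14 (without NC germ-free replicate 1 or NC BFO replicate 1), 0.15 (without LP BFO replicate 2) and 0.43 (without NC germ-free replicate 2).

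Single genes with an interaction past the threshold were ATSDI1 (4.41) and JRG21 (-6.92) in roots, HSFA2 (3.77) and PR1 (-8.33) in shoots, and WRKY33 in roots (-1.29) and shoots (-1.33). Explanations for single genes were not tested apart from those above. PR1 had 5 counts in NC germ-free shoots and lost its call without NC germ-free replicate 1, 2 or 3 or LP germ-free replicate 1 (adjusted p = 0.0515, 0.0704, 0.0802 and 0.0504), and with each organ fitted on its own (adjusted p = 0.130).

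In data outside the gene counts, the share of reads not uniquely aligned was 4.68 percentage points higher in LP than in NC roots, at 10.8 ± 2.37% against 6.16 ± 1.41% (SD, n = 6, exact permutation test, two-sided p = 0.00216). Residual ribosomal RNA is a candidate explanation. Within each light, the share rose with the counts on ribosomal RNA genes, with Spearman's rho of 0.83 in both (n = 6, exact permutation p = 0.0583 for each, adjusted over both 0.0583). Pearson's r was 0.86 in NC (exact permutation p = 0.0153) and 0.92 in LP (exact permutation p = 0.0111, adjusted 0.0153), but without the 2 libraries farthest from the median it fell to 0.05 and 0.25, so the relation rests on those. A general rise of mitochondrial RNA cannot be told apart either, since only 2 other mitochondrial genes had enough counts. Their median for LP was 0.25 without BFO and -0.29 with BFO, while that of the ribosomal RNA genes of mitochondria was 0.78 and 0.67, so the part with BFO goes against it as far as 2 genes can show.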

How the results depend on the processing

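Thinning to equal depth, removing GC and length trends and removing the most abundant genes were chosen after seeing the data. Except where a reason is given, the cause was not tested for the changes below.

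Gene counts stayed within 1.5 times under the other tests, normalizations and filters, with these exceptions. Without the fold change threshold, which admits small changes, the counts in roots were 5832 and 7130 for BFO under NC and LP, 6959 and 8669 for LP without and with BFO, 2878 for the interaction and 14061 for the union, against 1375, 1821, 1010, 1530, 843 and 3443. In shoots they were 3996, 1848, 5016, 8553, 1907 and 11002, against 1273, 317, 1004, 2443, 719 and 3254. Without the threshold, the directions also came closer to a balance in most contrasts. In roots there were 3428 higher and 3531 lower genes for LP without BFO and 4262 and 4407 with BFO. In shoots there were 2430 and 1566 for BFO under NC, 4250 and 4303 for LP with BFO, and 790 and 1117 for the interaction. The directions moved away from a balance for 2 shoot contrasts. BFO under LP gave 1083 higher and 765 lower genes, against 157 and 160. LP without BFO gave 2787 and 2229, against 516 and 488. The split also moved for the shoot interaction with GC and length trends removed (273 positive and 489 negative, against 161 and 558), and for BFO in LP shoots with edgeR (238 higher and 161 lower) and without LP BFO replicate 3 (158 and 69), against 157 and 160. Library quality weights gave 513 genes for BFO in LP shoots, 297 higher and 216 lower. The correlation of BFO effects in roots was 0.54 with edgeR and 0.53 with no filter.

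Leaving out 1 library, the counts ranged from 1119 to 1552 and from 1543 to 1853 for BFO in NC and LP roots, from 749 to 1258 and from 1208 to 1660 for LP in roots without and with BFO, and from 688 to 947 for the root interaction. For BFO in LP shoots the range was 176 to 406, with 176 without LP germ-free replicate 2. For the shoot interaction it was 402 to 787, with 402 without LP BFO replicate 3.

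The PERMANOVA interaction lost its call most often. In roots it was 0.0907 (permutation p = 0.0821) without a filter. Leaving out 1 library gave 0.0873 to 0.0972 in roots, with a permutation p up to 0.0610, and 0.1095 to 0.131 in shoots, up to 0.0606. It was lost in roots without NC germ-free replicate 1 or 2, LP germ-free replicate 3, NC BFO replicate 1 or 2, or any LP BFO replicate, and in shoots without NC germ-free replicate 2 or 3, LP germ-free replicate 1 or LP BFO replicate 3. On unlogged CPM the shoot shares were 0.0604 for BFO and 0.0657 for the interaction, and neither passed.

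Replicate numbers did not pair the libraries: same-numbered libraries deviated together with a mean correlation of -0.0033 in roots and 0.0064 in shoots. With the replicate block, the root PERMANOVA interaction (0.0907, permutation p = 0.0544) was the only changed call.

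The list calls depended most on the set test, which leaves the medians as they are. Camera asks whether a list changed more than other genes, which fry does not, so its losses do not show that a list was unchanged. Camera with a preset correlation lost, in roots, the anthocyanin list for BFO under NC (0.36) and LP (1.36) and for LP without BFO (-0.94), and the shade list for BFO under NC (-0.32) and the interaction (0.23). In shoots it lost the shade list for BFO under LP (0.35), LP without (0.20) and with BFO (0.63) and the interaction (0.37), and the anthocyanin list for LP with BFO (-0.42). Camera with an estimated correlation lost all of these and, in roots, the immune list for BFO under NC (0.89), LP with BFO (-1.35) and the interaction (-0.87), the jasmonate list for BFO under NC (0.55) and the shade list for LP without BFO (-0.30). In shoots it also lost the immune list for BFO under LP (0.70), LP with BFO (-1.41) and the interaction (-1.92), the anthocyanin list for BFO under NC (-1.25) and LP (-0.35) and LP without BFO (-0.82), and the jasmonate list for BFO under NC (0.69) and LP (0.77) and LP without (0.92) and with BFO (1.12). The immune list, which is not independent evidence, kept its call for BFO in NC shoots.

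With each organ fitted on its own, fewer libraries inform the spread. Calls were lost for the anthocyanin list for LP without BFO in roots (-1.68) and BFO in LP shoots (-0.35), for the jasmonate list for BFO in NC shoots (0.69) and for the immune list for BFO in LP shoots (0.75), and the jasmonate list passed for BFO in LP roots (0.68). Thinning lost the anthocyanin list for BFO in LP shoots (-0.35). Removing GC and length trends lost the anthocyanin list for BFO in NC roots (0.28), LP without BFO in roots (-0.95), BFO in LP shoots (-0.36) and LP with BFO in shoots (-0.31), and the jasmonate list for BFO in NC roots (0.48) and shoots (0.60).

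Some medians kept their call and moved by more than 1.5 times. With each organ on its own, the anthocyanin list for BFO was 1.61 in NC roots and 2.40 in LP roots, and the shade list in shoots 0.38 for LP with BFO and 0.24 for the interaction. Quality weights gave 0.62 for the anthocyanin list for BFO in NC roots, and for the shade list in roots -0.46 for LP without BFO and 0.38 for the interaction. Thinning gave 0.80 for the anthocyanin list for BFO in LP roots, and for the shade interaction 0.15 in roots and 0.030 in shoots.

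Medians near 0 changed sign without passing. The shade list for LP with BFO in roots was -0.0037 with RLE size factors, -0.040 with quality weights and -0.0087 thinned. The anthocyanin list for the same contrast was 0.014 without a filter, 0.14 with each organ on its own and 0.0020 thinned. Quality weights gave 0.00030 for the shade list for BFO in LP roots, -0.031 for the jasmonate interaction in shoots and -0.28 for the MYC2 interaction in shoots. Removing GC and length trends gave -0.0014 for the immune list for BFO in LP roots.

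Leaving out 1 library changed list calls or signs as follows, each with its range. In roots, the anthocyanin list for BFO under NC (0.20 to 1.21) lost its call without NC germ-free replicate 1 (0.20) or 3 (0.37) or NC BFO replicate 1 (0.40), and for LP without BFO (-1.15 to -0.71) without NC germ-free replicate 2 (-1.03) or 3 (-1.15) or LP germ-free replicate 1 (-1.06), 2 (-0.71) or 3 (-1.13). For LP with BFO (-0.82 to 0.013) it passed without NC BFO replicate 3 (-0.82) and changed sign without NC BFO replicate 1 (0.013). The jasmonate list for BFO under NC (0.39 to 0.87) lost its call without NC germ-free replicate 1 (0.55) or 3 (0.45) or NC BFO replicate 2 (0.39) or 3 (0.53). Signs changed for the root jasmonate interaction (-0.16 to 0.038) without NC germ-free replicate 3 (0.022), LP germ-free replicate 3 (0.038) or NC BFO replicate 2 (0.023), for the immune list for BFO under LP (-0.044 to 0.16) without LP germ-free replicate 3, for the shade list for BFO under LP (-0.061 to 0.059) without LP germ-free replicate 1 (0.059) or LP BFO replicate 1 (0.0078), and for LP with BFO (-0.14 to 0.11) without NC BFO replicate 1 (-0.076) or 2 (-0.015) or LP BFO replicate 1 (-0.14) or 2 (-0.029).

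In shoots, calls were lost for the jasmonate list for BFO under NC (0.51 to 0.85) without NC germ-free replicate 2 (0.508) or 3 (0.60) or NC BFO replicate 3 (0.506). The immune list for BFO under LP (0.46 to 0.94) lost its call without LP germ-free replicate 2 (0.72) or LP BFO replicate 2 (0.46). The anthocyanin list for BFO under LP (-0.56 to -0.34) lost it without LP germ-free replicate 1 (-0.34) or 3 (-0.40) or LP BFO replicate 1 (-0.36) or 2 (-0.56), and for LP with BFO (-0.50 to -0.28) without NC BFO replicate 2 (-0.32) or LP BFO replicate 1 (-0.50) or 2 (-0.28). The shade list lost it for BFO under LP (0.26 to 0.44) without LP germ-free replicate 1 (0.31) and for the interaction (0.11 to 0.44) without NC BFO replicate 2 (0.11). Signs changed for the shade list for BFO under NC (-0.42 to 0.10) without NC BFO replicate 2 and for the jasmonate interaction (-0.044 to 0.40) without NC germ-free replicate 1 (-0.044) or LP germ-free replicate 2 (-0.034).

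Among single genes, the MYC2 interaction ranged from -0.024 to 0.18 in roots, negative without NC germ-free replicate 2, and from -0.22 to 0.15 in shoots, negative without NC germ-free replicate 1 (-0.22), LP germ-free replicate 2 (-0.16), NC BFO replicate 2 (-0.13) or LP BFO replicate 1 (-0.084) or 3 (-0.016). For PR1, BFO in LP shoots gave -1.09 to 0.19, positive without LP BFO replicate 1. With each organ fitted on its own, calls were lost for PR1, for the shoot interaction (adjusted p = 0.130) and BFO in NC shoots (adjusted p = 0.0678), and for AT4G19750 for LP without BFO in roots (adjusted p = 0.0780).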

Other observations

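The tests in this part on replicate 2 and on permuted residuals were chosen only after the result was seen.

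NC germ-free root replicate 2 lay toward the BFO libraries on the first principal component. Reads carried over from BFO libraries would give every gene the same carried fraction. Over 15 genes raised by BFO the apparent fraction had a median of 0.0756 and ran from -0.000306 to 0.226. A carried read can only add to a count, and the counts of JRG21 (16) and BGL2 (2) allow a fraction of at most 0.0497 and 0.0499, so carry-over at the median fraction is argued against. A smaller fraction could still be part of the pattern. That 9 genes differed from the median by more than counting error sets replicate variation against counting noise and cannot decide. A swapped label is argued against, because the mean correlation with its own group was higher by 0.0114 than with the BFO group. Without this library the root count for BFO under NC was 1552. No biological explanation was tested.

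Other splits of the 6 libraries of each pairwise contrast into 3 and 3 cannot exclude chance by their number, since only 10 exist. In each of the 8 pairwise contrasts the real split alone gave the highest count of genes, 1 of 10, with 317 to 2443 genes against at most 26 in any other split, and 10 simulations without change gave between 2 and 7 calls over the 10 contrasts. For the list medians, between 1 and 10 of the 10 splits were as large: 10 for the shade list and 8 for the anthocyanin list for LP with BFO in roots, 7 for the jasmonate list for LP without BFO and for the shade list for BFO under LP in roots, 6 for the immune list for BFO under LP in roots and for LP without BFO in shoots, 5 for the anthocyanin list for BFO under NC in roots, 3 for the jasmonate list for LP with BFO in roots, and 2 or 1 for the others. With 100 splits of 12 libraries, 1 of 100 gave as many genes in the union of the pairwise contrasts in roots, in shoots, and in the light-gated genes shared by both. For the interaction of the anthocyanin list, 59 of 100 in roots and 61 of 100 in shoots were as large, and for the jasmonate list 92 and 78. With residuals permuted after both main effects these counts were 35 and 6 for the anthocyanin list and 83 and 55 for the jasmonate list, so chance is not excluded.

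The light-gated genes shared by roots and shoots numbered 72 here. That is lower than the value quoted from the study above. The study counted genes in clusters, and here a gene had to pass the threshold in both contrasts in both organs, so the measures differ. The genes past the threshold in at least 1 pairwise contrast numbered 3443 in roots and 3254 in shoots here. Both are above the values quoted from the study, and the cause was not found. With each organ fitted on its own they were 3176 and 2855, closer to the study's values and still above them. The interaction took a share of 0.0907 in roots and 0.118 in shoots here. The organs have the other order in the values quoted from the study above, and further material of the study gives the order found here.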
